A study of Mus musculus with 48 samples.

How the data were processed

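RNA-seq was performed on 48 libraries of kidney slices cultured outside the body. The slices came from male mice of the inbred strains C57BL/6J and DBA/2J. Per the labels' protocols, total RNA was extracted with a Qiagen midi kit and made into stranded mRNA libraries with an Illumina ligation kit. The authors deposited a single table of whole-number counts without normalization, with 1 column per library and 55487 Ensembl gene IDs. Neither the labels nor the file header state the aligner, the counting program, its strand setting, the genome build, the annotation release or the read filters. Antisense and overlapping genes, and genes that share reads with close relatives, therefore carry an uncertainty that the counts do not resolve. Gene symbols came from a table of gene names, which matched 55141 of the 55487 IDs. Coordinates are those of GENCODE M21 on GRCm38. The build used for counting is not stated, and no value reported here depends on the coordinates.

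Strain, condition and replicate number were taken from the sample labels. The 48 libraries form 16 groups of 3, from 2 strains and 8 conditions. The conditions were control, tunicamycin and cyclosporin A at 6 h and at 24 h, normoxia (labelled as a model of ischemia) and normoxia followed by hyperoxia (labelled as a model of reperfusion). The 24 h duration of the oxygen conditions comes from the titles of the libraries. Drug doses, the oxygen level of the control slices and the timing of the oxygen switch are not stated in the labels. The labels name no sequencing batch, but the titles place the oxygen conditions in a separate part of the study from the controls and drugs. The names of the libraries carry a single project code and run on in number over all conditions.

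Genes were tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Each treatment comparison was fitted on its own 12 libraries in 4 groups, with a mean for each group. Counts were normalized by the trimmed mean of M-values (TMM), and genes with low counts were removed by edgeR's default filter with the groups given. Dispersions were estimated, and a robust quasi-likelihood model was fitted, with 8 residual degrees of freedom before moderation. The quasi-likelihood F test gave the mean effect over both strains, the effect in each strain and the difference between the strains' effects (the interaction, DBA/2J minus C57BL/6J). The comparison of 24 h with 6 h controls also gave the strain difference at each time. A gene was counted as changed at a Benjamini-Hochberg adjusted p-value under 0.05, with the adjustment made over the genes tested in each contrast. The 34 contrasts were not adjusted for one another. Standard errors (SE) of log2 fold changes were derived from the fold change and the F statistic. Expression of single genes is given as CPM, the count scaled by the library's total count, as mean ± SD with n = 3. A group whose libraries all held 3 counts or fewer was treated as lying at the floor, and folds against it are lower bounds computed against 3 counts.

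Lists of 20 genes each were written before the data were examined, for the unfolded protein response, the response to hypoxia and tubular injury. A library's list score was the mean log2 CPM of the list's genes, with TMM factors and a prior count of 2. The 11 score differences were averaged over the strains and tested with an exact two-sided permutation of the labels within each strain. This test has 400 arrangements and a smallest p-value of 0.005. The 11 p-values were adjusted together by the Benjamini-Hochberg method. A further list of 15 early-response genes was written after the results by condition were seen.

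The genes to be named followed a rule that was fixed at the same point as the lists of 20. For each comparison over both strains, these were the 3 genes with the largest increase and the 3 with the largest decrease. They had to pass the adjusted threshold, reach a mean log2 CPM of 1, and have every treated library of a strain beyond all of its control libraries in the same direction in both strains. For each interaction and each strain difference, the 3 genes with the smallest p-value were taken, with the same threshold and the same minimum of expression. Predicted and unnamed genes were passed over. The genes Hspa5, Ddit3, Vegfa, Slc2a1, Havcr1 and Lcn2 were named in advance whatever their result.

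Alternatives, changed 1 at a time, were DESeq2's median-ratio (RLE) factors within edgeR, no filter on low counts, DESeq2 1.42.0 with its Wald test, a single fit of all 48 libraries, the replicate number as a block, and leaving out each library in turn. List scores were recomputed with RLE factors, a prior count of 0.5, the median over the list, an exact sign-flip test of the same-numbered differences, and each library left out in turn. The block rests on the replicate numbers in the labels, which do not say whether same-numbered slices of a strain came from the same mouse. As a check of that pairing, the residuals of same-numbered libraries of the compared conditions were correlated across genes. Genes are not independent replicates, so these correlations describe the libraries. Over all 48 libraries, the mean correlation was 0.084 for the same strain and number and -0.042 for the same strain and another number. The residuals of a group cancel out over its replicates, so the value for another number follows largely from that for the same number. It is not a separate comparison.

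The scripts were tested on simulated counts drawn for 16905 genes, of which 16628 passed the filter. Control means, library sizes and dispersions were those of the tunicamycin comparison at 24 h. Of the tested genes 392 were given a change, so the rates do not cover comparisons in which most genes changed. At a log2 change of 1, the test recovered 67% of the changed genes for C57BL/6J, 71.1% for DBA/2J and 81.6% for both strains. At a log2 change of 2 it recovered 89.9% for DBA/2J, and at a log2 difference of 2 it recovered 72.2% of the genes with an interaction. False calls made up 8.45% of all calls for C57BL/6J, 7.33% for DBA/2J, 4.48% for both strains and 4.67% for the interaction.

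Total counts per library ranged from 5.62 M to 25.1 M. A single count corresponded to 0.18 CPM in the shallowest library and to 0.04 CPM in the deepest. Amplified reads without molecular tags are not independent molecules, so these floors cover counting error alone. For the 48 pairs of replicates, the chi-square statistic per degree of freedom between their counts was 5.76 to 75.4, so the spread between replicates exceeded counting error. No library was left out.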

Results

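Gene expression was measured by RNA-seq in cultured kidney slices of male C57BL/6J and DBA/2J mice, the founder strains of the BXD panel of recombinant inbred mice. Each of the 16 groups of strain and condition held 3 libraries. Total counts ranged from 5619309 to 25137581 per library, with a median of 19.6 M. The lowest total belonged to replicate 2 of DBA/2J under normoxia-hyperoxia, and the next lowest was 12384733. Transcripts of the female-specific gene Xist reached at most 0.65 CPM, and those of the Y-linked gene Ddx3y at least 26.8 CPM, in every library. Mitochondrial genes took 15.4% ± 0.78 of the counts in C57BL/6J 6 h controls and 8.16% ± 0.15 in DBA/2J 6 h controls (SD, n = 3). At 24 h these shares were 6.82% ± 0.97 and 3.52% ± 0.12 in the controls (SD, n = 3). Under normoxia they were 23.9% ± 1.5 and 12.3% ± 0.53, and under normoxia-hyperoxia 14.1% ± 2.3 and 13.7% ± 3.3 (SD, n = 3).

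A principal component analysis of the 48 libraries used the 18719 genes that passed the filter. The first component carried 42.1% of the variance and ordered the conditions, the second carried 21.4%, and the third carried 11.2%. On the second component all C57BL/6J libraries lay at or under -8.81 and all DBA/2J libraries at or above 13.8. The C57BL/6J group means on the first component were -26.2 ± 16.8 for 6 h controls, 98.4 ± 4.28 for 24 h controls, -100 ± 3.97 for normoxia and 17.1 ± 6.27 for normoxia-hyperoxia (SD, n = 3). The DBA/2J means were -59.3 ± 2.16, 64.4 ± 8.7, -128 ± 1.31 and -15.6 ± 10.4 in the same order (SD, n = 3). Normoxia libraries thus lay beyond the 6 h controls on the side away from the 24 h controls.

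**Figure D1:**
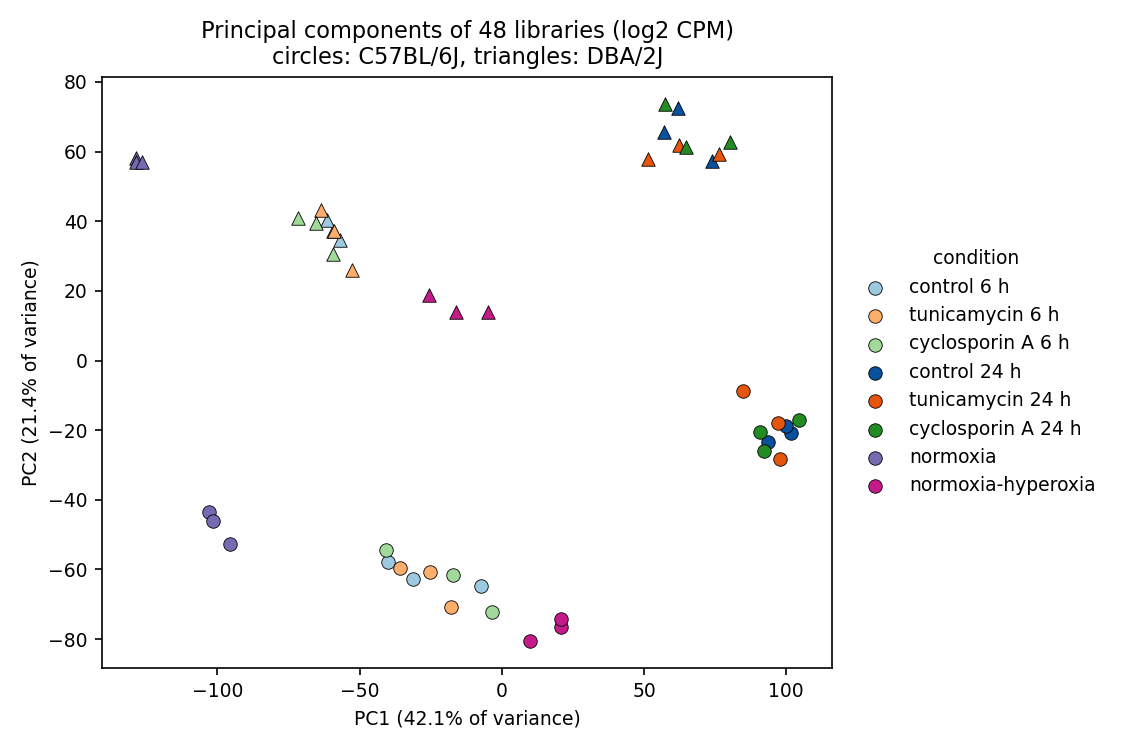
Principal components of log2 CPM for 48 kidney slice libraries, with each point a library, the first component (42.1% of variance) on the horizontal axis and the second (21.4%) on the vertical axis. Strains separate on the second component, and within each strain normoxia, 6 h, normoxia-hyperoxia and the control and drug libraries of 24 h follow one another along the first.

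Tunicamycin blocks N-linked glycosylation and perturbs protein folding in the endoplasmic reticulum. The comparison with controls asked how this nephrotoxicity model changed gene expression in slices of each strain. After 6 h, 0 of 16551 genes changed over both strains at an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), and 281 had an unadjusted p-value under 0.05. The counts were also 0 in C57BL/6J (237 unadjusted), in DBA/2J (386 unadjusted) and for the interaction (288 unadjusted). Omitting the filter on low counts moved these results most, to 1 gene in C57BL/6J and 1 for the interaction, and DESeq2's test gave the same counts. With the replicate block all 4 counts were 0, and the residuals of same-numbered libraries had a mean correlation of 0.16 across genes. The unfolded protein response score differed by a log2 value of 0.02 (exact stratified permutation p = 0.87, adjusted 0.92), with 3 of 6 same-numbered pairs higher, and by -0.05 with the median over the list. Hspa5, which encodes the endoplasmic reticulum chaperone BiP, changed by a log2 value of 0.04 (SE 0.165, edgeR adjusted p = 1). Ddit3, which encodes the transcription factor CHOP, changed by 0.13 (SE 0.164, edgeR adjusted p = 1). For both genes the sign turned negative in at least 1 of the fits that left out a library.

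After 24 h of tunicamycin, 233 of 16905 genes changed over both strains (164 higher and 69 lower, edgeR quasi-likelihood test, Benjamini-Hochberg), of which 40 changed by more than a log2 value of 1. By ratio, leaving out single libraries moved this count most, to 78 to 344, and DESeq2's test gave 527 genes (286 higher and 241 lower). Every treated library lay beyond all controls of its strain, in the same direction in both strains, for 531 genes, or 3.14% of those tested, where chance gives 0.5%. By strain, 0 genes changed in C57BL/6J (1042 unadjusted, smallest adjusted p-value 0.146) and 40 in DBA/2J (34 higher and 6 lower). The strains were not shown to differ, since 0 genes had an interaction (338 unadjusted). With the replicate block, 314 genes changed over both strains (201 higher and 113 lower), 207 of them shared with the 233. The block gave 0 genes in C57BL/6J, 83 in DBA/2J and 0 for the interaction, and the mean correlation of same-numbered residuals was 0.12.

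The unfolded protein response score rose by 0.56 at 24 h of tunicamycin (exact stratified permutation p = 0.005, the smallest possible, adjusted 0.00917), with 6 of 6 same-numbered pairs higher. In C57BL/6J it was 8.94 ± 0.26 against 8.48 ± 0.104 in controls, and in DBA/2J 8.96 ± 0.123 against 8.29 ± 0.101 (SD, n = 3). With the replicates taken as pairs, the exact sign-flip test gave an adjusted p-value of 0.0573, and its smallest unadjusted p-value of 0.0312 cannot pass the threshold after adjustment. Of the 20 genes on the list, 18 changed with the adjustment over all genes and 19 with the adjustment over the list, all of them higher. The tubular injury score changed by -0.07 (exact stratified permutation p = 0.17, adjusted 0.267), with 2 of 6 pairs higher, and by 0.08 with the median over the list. In that list 0 genes changed with the adjustment over all genes and 4 with the adjustment over the list (2 higher and 2 lower).

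Ddit3 (ENSMUSG00000025408, chromosome 10:127290774-127296288) rose at 24 h of tunicamycin from 171 ± 7.34 to 282 ± 57.6 CPM in C57BL/6J and from 187 ± 17.4 to 354 ± 29.8 CPM in DBA/2J (SD, n = 3). Its log2 fold change was 0.82 (SE 0.0877, edgeR adjusted p = 0.00167). Hspa5 (ENSMUSG00000026864, chromosome 2:34771970-34777547) rose from 6200 ± 439 to 7460 ± 1230 CPM and from 5010 ± 579 to 7130 ± 687 CPM in the same strains (SD, n = 3). Its log2 fold change was 0.39 (SE 0.0875, edgeR adjusted p = 0.0439), and the adjusted p-value was 0.00219 to 0.232 over the alternatives. The largest increases that met the naming rule were those of Slc28a1 (log2 fold change 2.36, SE 0.408), Hhipl1 (2.31, SE 0.289) and Fam171b (2.08, SE 0.258). Fam171b (chromosome 2:83812636-83883486) rose from 4.07 ± 1.06 to 12.8 ± 6.53 CPM in C57BL/6J and from 5.01 ± 2.1 to 28 ± 1.02 CPM in DBA/2J (SD, n = 3). The largest decreases were those of Il5ra (-1.69, SE 0.294), Clip4 (-1.63, SE 0.261) and Ksr2 (-1.26, SE 0.2). The adjusted p-values of these 6 genes were 0.00317 to 0.0195 (edgeR, Benjamini-Hochberg), and for Slc28a1, Il5ra and Clip4 they exceeded 0.05 in at least 1 fit without a library. The kidney injury genes did not pass the threshold. Havcr1 changed by -1.36 (SE 0.377, edgeR adjusted p = 0.14) and Lcn2 by 0.39 (SE 0.239, edgeR adjusted p = 0.556). For Havcr1, DESeq2's test (adjusted p = 0.0114) and the fit of all 48 libraries (adjusted p = 0.00602) passed it, and the other alternatives gave 0.115 to 0.298.

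Cyclosporin A, an immunosuppressant that inhibits calcineurin, served as the other nephrotoxicity model. After 6 h, 0 of 16538 genes changed over both strains (734 unadjusted, smallest edgeR adjusted p-value 0.336), 0 in C57BL/6J (650 unadjusted), 0 in DBA/2J (488 unadjusted) and 0 for the interaction (407 unadjusted). DESeq2's test moved the count over both strains most, to 51 genes (7 higher and 44 lower). After 24 h, 0 of 16887 genes changed over both strains (1107 unadjusted, smallest edgeR adjusted p-value 0.228), 0 in C57BL/6J (538 unadjusted), 0 in DBA/2J (721 unadjusted) and 0 for the interaction (259 unadjusted). DESeq2's test gave 22 genes over both strains at 24 h. With the replicate block all 8 counts were 0, and the mean correlation of same-numbered residuals was 0.14 at 6 h and 0.062 at 24 h. Genes in which every treated library lay beyond all controls in the same direction in both strains made up 0.556% of those tested at 6 h and 1.23% at 24 h, where chance gives 0.5%. The unfolded protein response score changed by 0.01 at 6 h (exact stratified permutation p = 0.92, adjusted 0.92, 3 of 6 pairs higher) and by -0.10 at 24 h (p = 0.2, adjusted 0.275, 2 of 6 pairs higher). At 6 h the sign of this score was negative with the median over the list. The tubular injury score changed by 0.04 at 24 h (exact stratified permutation p = 0.585, adjusted 0.715, 4 of 6 pairs higher). In that list 0 genes changed with the adjustment over all genes and 1, which was higher, with the adjustment over the list. In the unfolded protein response list 0 genes changed at either time with either adjustment. At 24 h the log2 change was negative for 18 of its 20 genes and positive for 2. At 24 h the log2 fold changes were -0.28 (SE 0.101) for Hspa5, -0.06 (SE 0.0797) for Ddit3, -0.21 (SE 0.24) for Havcr1 and 0.42 (SE 0.202) for Lcn2, with edgeR adjusted p-values of 0.656 to 0.944. At 6 h those of Hspa5 and Ddit3 were 0.02 (SE 0.166) and 0.03 (SE 0.125), both with an edgeR adjusted p-value of 1 and with a negative sign in at least 1 fit without a library.

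**Figure D2:**
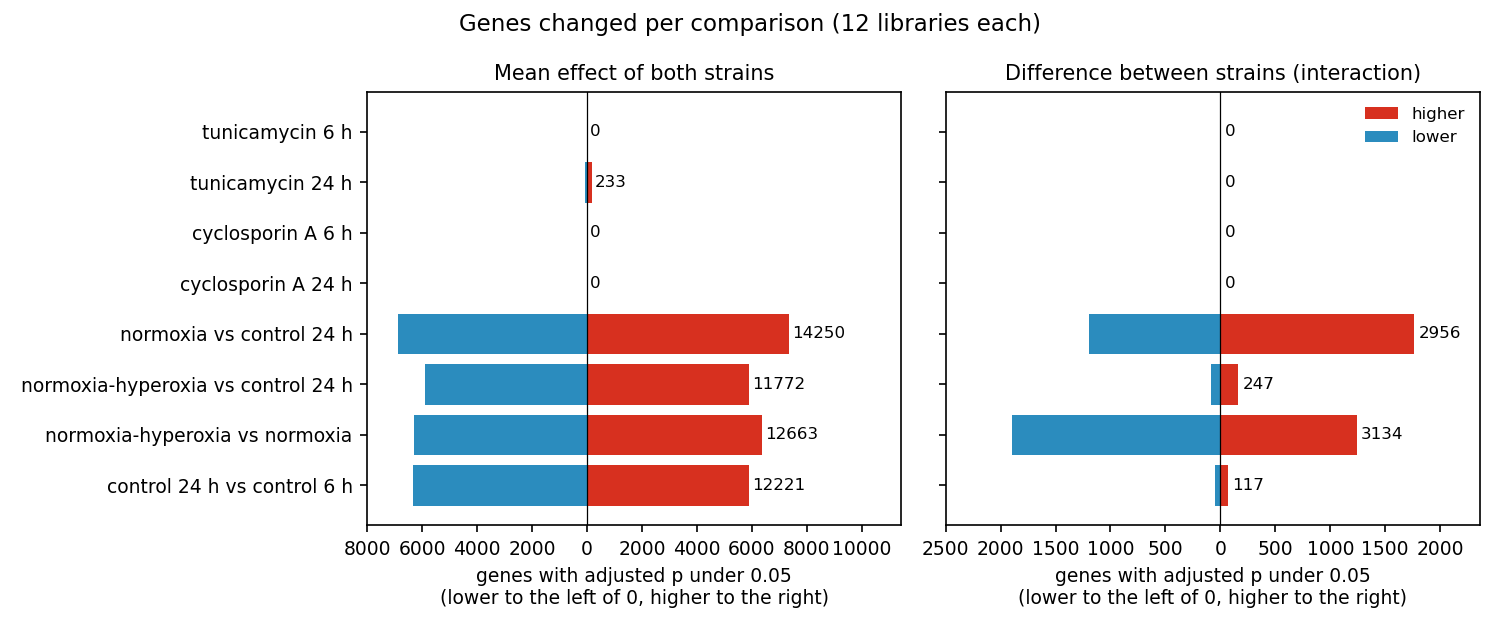
Genes with an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg) in each comparison, for the mean effect of both strains and for the strain interaction, with numbers of higher genes to the right of 0 and of lower genes to the left. Of the drug comparisons, tunicamycin at 24 h alone gave any (233 over both strains), whereas the oxygen and time comparisons gave 11772 to 14250 over both strains.

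The normoxia libraries, labelled as a model of ischemia, were compared with the 24 h controls. The labels do not give the oxygen level of those controls. Over both strains 14250 of 17375 genes changed (7359 higher and 6891 lower, edgeR quasi-likelihood test, Benjamini-Hochberg), which is 82% of those tested, and 7714 of them changed by more than a log2 value of 1. In C57BL/6J 13231 genes changed, in DBA/2J 12914, and 2956 had an interaction (1761 with a higher and 1195 with a lower change in DBA/2J). Leaving out single libraries moved the interaction count most, to 1860 to 2700. With the replicate block 14162 genes changed over both strains, 13087 in C57BL/6J and 12773 in DBA/2J, with 2677 for the interaction (2464 shared), and the mean correlation of same-numbered residuals was 0.026. Separation of every normoxia library from all controls, in the same direction in both strains, held for 64.9% of the genes, where chance gives 0.5%. Across genes, the changes in the strains had a Pearson correlation of 0.892 (Spearman 0.897), although genes are not independent replicates. The titles of the libraries place no controls beside the oxygen conditions, so the controls are those of the drug comparisons.

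The hypoxia score was lower under normoxia than in 24 h controls by a log2 value of -3.06 (exact stratified permutation p = 0.005, the smallest possible, adjusted 0.00917), with 0 of 6 same-numbered pairs higher. It was 5.09 ± 0.0291 against 8.23 ± 0.0626 in C57BL/6J and 5.02 ± 0.0247 against 8 ± 0.149 in DBA/2J (SD, n = 3). The tubular injury score differed by -5.47 (same exact test, p = 0.005, adjusted 0.00917), again with 0 of 6 pairs higher. For both scores the exact sign-flip test of pairs gave an adjusted p-value of 0.0573, the least it can give when 6 of the 11 tests reach its smallest p-value. Of the hypoxia list 19 genes changed (1 higher and 18 lower) and of the injury list 20 (all lower), with either adjustment. Slc2a1 (ENSMUSG00000028645, chromosome 4:119108711-119137983), which encodes the glucose transporter GLUT1, fell from 1990 ± 162 to 75.9 ± 10.7 CPM in C57BL/6J and from 1730 ± 333 to 50.6 ± 1.4 CPM in DBA/2J (SD, n = 3). Its log2 fold change was -4.63 (SE 0.106, edgeR adjusted p = 3.6e-15). Vegfa (ENSMUSG00000023951, chromosome 17:46016993-46032369) changed by -1.87 (SE 0.0982), from 1240 ± 36.5 to 276 ± 8.75 CPM in C57BL/6J and from 1090 ± 262 to 254 ± 32 CPM in DBA/2J (SD, n = 3, edgeR adjusted p = 6.67e-11). Havcr1 (ENSMUSG00000040405, chromosome 11:46735080-46779578), which encodes KIM-1, changed by -7.16 (SE 0.3), from 240 ± 27.5 to 1.21 ± 0.148 CPM in C57BL/6J and from 597 ± 279 to 3.87 ± 1.12 CPM in DBA/2J (SD, n = 3, edgeR adjusted p = 2.69e-09). In 6 h controls Havcr1 was 1.29 ± 0.262 CPM in C57BL/6J and 23.6 ± 9.01 CPM in DBA/2J (SD, n = 3). Its difference from 24 h controls therefore includes a rise of those controls in culture. Lcn2 changed by -4.86 (SE 0.329, edgeR adjusted p = 1.96e-07).

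Among the genes that met the naming rule, the largest decreases under normoxia lay in a cluster of small proline-rich protein genes on chromosome 3. Sprr2f (chromosome 3:92365187-92366442) and Sprr2h (chromosome 3:92385685-92387324) had 0 counts in all 6 normoxia libraries. Sprr2f was at least 1730-fold lower in C57BL/6J and at least 1290-fold lower in DBA/2J, and Sprr2h at least 989-fold and 774-fold lower. Sprr1a (chromosome 3:92483952-92485895) fell from 6410 ± 601 to 0.151 ± 0.18 CPM in C57BL/6J and from 5120 ± 1300 to 0.259 ± 0.106 CPM in DBA/2J (SD, n = 3). Members of the Sprr2 family have similar sequences, so the share of each is uncertain. The largest increases were those of A4gnt, at least 39.2-fold in C57BL/6J and 11.7-fold in DBA/2J, Slc22a26 (log2 fold change 6.73 in C57BL/6J, at least 7.86-fold in DBA/2J) and Cfap65 (at least 17.4-fold in C57BL/6J, log2 fold change 4.47 in DBA/2J). These 3 genes reached 1.34 to 10.8 CPM on average under normoxia. Slc22a26 belongs to a family of similar transporter genes, so its share of the reads is uncertain. The interaction genes with the smallest p-values were Hgsnat (2.36, SE 0.11), Gcnt1 (-7.57, SE 0.317) and Gsta2 (-4.21, SE 0.247), with edgeR adjusted p-values of 1.53e-08 to 3.12e-06. Gcnt1 (ENSMUSG00000038843, chromosome 19:17326141-17372844) rose from 22 ± 2.38 to 310 ± 30.9 CPM in C57BL/6J and fell from 30.6 ± 2.39 to 2.06 ± 1.11 CPM in DBA/2J (SD, n = 3).

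**Figure D3:**
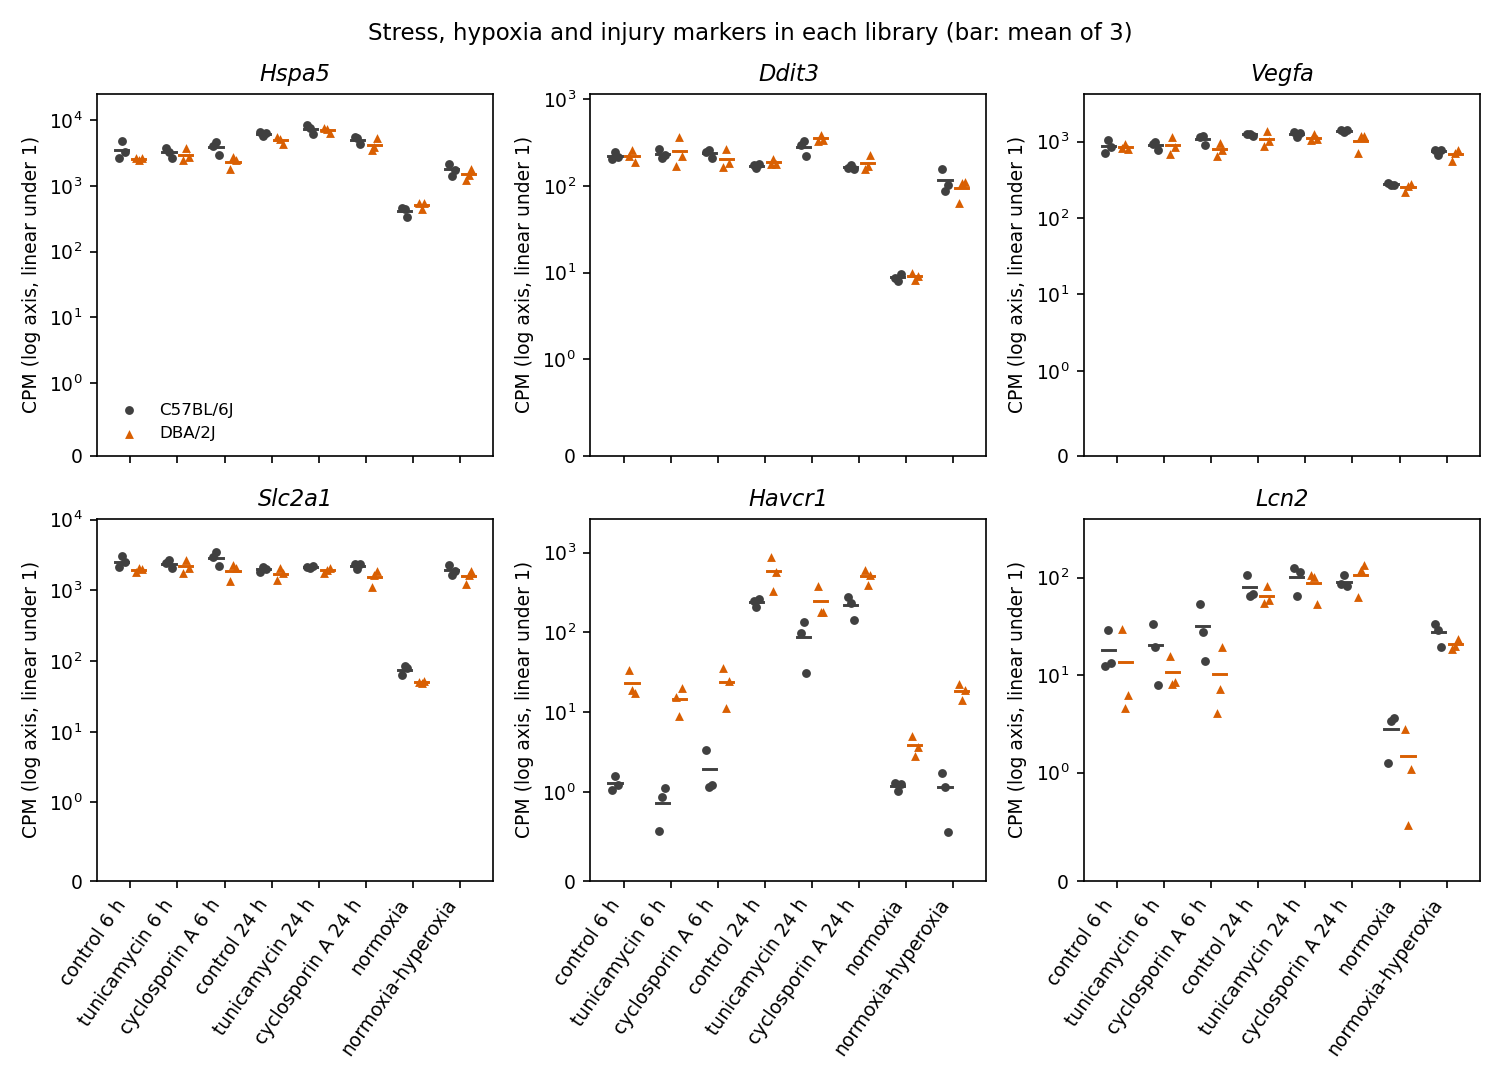
CPM of 6 genes chosen in advance (Hspa5, Ddit3, Vegfa, Slc2a1, Havcr1 and Lcn2) in every library, by condition and strain, on a scale that is logarithmic above 1 CPM and linear under it. Points are libraries and bars are means of 3; the values under normoxia were lower than in 24 h controls for each of the 6 genes in both strains.

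Normoxia-hyperoxia, labelled as a model of reperfusion, was compared with the 24 h controls. Over both strains 11772 of 17256 genes changed (5881 higher and 5891 lower, edgeR quasi-likelihood test, Benjamini-Hochberg), which is 68.2%, and 4229 of them changed by more than a log2 value of 1. In C57BL/6J 9904 genes changed and in DBA/2J 9895. The interaction count was 247 (164 with a higher and 83 with a lower change in DBA/2J). It varied most under the alternatives, up to 1156 genes without the filter on low counts. The replicate block gave 11884 genes over both strains, 10135 in C57BL/6J, 10070 in DBA/2J and 618 for the interaction (240 shared), with a mean correlation of same-numbered residuals of 0.1. Every treated library lay beyond all controls in the same direction in both strains for 48.6% of the genes, where chance gives 0.5%.

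The hypoxia score was lower under normoxia-hyperoxia than in 24 h controls by -1.28 and the tubular injury score by -0.83 (exact stratified permutation p = 0.005, adjusted 0.00917 for each), with 0 of 6 same-numbered pairs higher for either. Their adjusted p-values in the exact sign-flip test of pairs were 0.0573. Of the hypoxia list 18 genes changed (1 higher and 17 lower) and of the injury list 19 (5 higher and 14 lower), with either adjustment. Slc2a1 changed by 0.10 (SE 0.12, edgeR adjusted p = 0.495), with 1960 ± 327 CPM in C57BL/6J and 1590 ± 337 CPM in DBA/2J under normoxia-hyperoxia (SD, n = 3). Vegfa changed by -0.54 (SE 0.106, edgeR adjusted p = 0.000346), Havcr1 by -6.16 (SE 0.298, edgeR adjusted p = 1.12e-08) and Lcn2 by -1.42 (SE 0.178, edgeR adjusted p = 2.37e-05). The log2 fold change of Havcr1 was -7.51 in C57BL/6J and -4.81 in DBA/2J. Its values under normoxia-hyperoxia were 1.16 ± 0.601 and 18.6 ± 4.34 CPM, against 1.29 ± 0.262 and 23.6 ± 9.01 CPM in 6 h controls (SD, n = 3). The largest increases that met the naming rule were those of Hcn4 (at least 62.8-fold in C57BL/6J and 46.1-fold in DBA/2J), Pappa2 (log2 fold change 5.45, SE 0.334) and the immunoglobulin segment Igkv6-15 (at least 2.17-fold in C57BL/6J, log2 fold change 3.82 in DBA/2J). Igkv6-15 has close relatives in the genome, so its reads are uncertain. In 6 h controls Pappa2 was 7.05 CPM in C57BL/6J and 18.3 CPM in DBA/2J, against 6.29 and 28.6 CPM under normoxia-hyperoxia (means, n = 3). Igkv6-15 was 0.541 and 7.86 CPM in 6 h controls, against 0.383 and 10.7 CPM. For these genes the difference therefore includes a fall of the 24 h controls in culture. Hcn4 was 0.181 and 0.248 CPM in 6 h controls, against 11.1 and 7.86 CPM. The largest decreases were those of Cpa4 (at least 263-fold in C57BL/6J, log2 fold change -6.71 in DBA/2J), Cpb2 (at least 34.7-fold and 10.1-fold) and Crct1 (at least 83.3-fold in C57BL/6J, log2 fold change -5.87 in DBA/2J). Mean Cpa4, Cpb2 and Crct1 were at most 0.25 CPM in 6 h controls of either strain. Their decreases against 24 h controls therefore include a rise of those controls in culture. The interaction genes with the smallest p-values were Hgsnat (2.65, SE 0.128), Col5a2 (-2.37, SE 0.166) and the pseudogene H2-T-ps (4.89, SE 0.35), with edgeR adjusted p-values of 4.92e-08 to 4.08e-06. In the fit of all 48 libraries Col5a2 had an adjusted p-value of 0.104, against 1.18e-33 to 2.42e-05 under the other alternatives that kept every library.

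Normoxia-hyperoxia was also compared with normoxia. The timing of the oxygen switch is not stated in the labels, so this comparison may mix the hyperoxic phase with other changes in culture. Over both strains 12663 of 17228 genes changed (6371 higher and 6292 lower, edgeR quasi-likelihood test, Benjamini-Hochberg), which is 73.5%, and 5119 of them changed by more than a log2 value of 1. In C57BL/6J 10643 genes changed, in DBA/2J 11793, and 3134 had an interaction (1241 with a higher and 1893 with a lower change in DBA/2J). Of these, 39.6% had a higher change in DBA/2J, and the share among the interaction genes called without the filter on low counts was 61.2%. The replicate block gave 12765 genes over both strains, 10906 in C57BL/6J, 11917 in DBA/2J and 3921 for the interaction (3043 shared), with a mean correlation of same-numbered residuals of 0.15. Every normoxia-hyperoxia library lay beyond all normoxia libraries in the same direction in both strains for 53.6% of the genes, where chance gives 0.5%. The hypoxia score was higher by 1.79 (exact stratified permutation p = 0.005, adjusted 0.00917), in 6 of 6 same-numbered pairs, and the exact sign-flip test of pairs gave an adjusted p-value of 0.0573. Of its list 16 genes changed (15 higher and 1 lower) with either adjustment. Slc2a1 changed by 4.74 (SE 0.126, edgeR adjusted p = 1.31e-13) and Vegfa by 1.34 (SE 0.0843, edgeR adjusted p = 1.08e-09). The largest increases were those of Sprr2f (at least 557-fold in C57BL/6J and 209-fold in DBA/2J), Sprr1a (log2 fold change 11.86, SE 0.321) and Fosl1 (at least 1140-fold in C57BL/6J, log2 fold change 10.68 in DBA/2J). Sprr1a was also expressed in 6 h controls, at 825 ± 275 CPM in C57BL/6J and 639 ± 104 CPM in DBA/2J (SD, n = 3). Sprr2f was at 47.3 ± 13.6 and 20.6 ± 5.56 CPM in the same controls (SD, n = 3), whose oxygen level is not stated. Slc22a30 (-5.96, SE 0.202), Slco1a1 (-5.70, SE 0.19) and Cyp4a12a (-5.66, SE 0.344) had the largest decreases, and Slc22a30 and Cyp4a12a have close relatives whose reads may be shared. The interaction genes with the smallest p-values were Mlycd (2.31, SE 0.137), Gcnt1 (8.23, SE 0.363) and Hdc (-5.64, SE 0.336), with edgeR adjusted p-values of 7.89e-07 to 9.38e-07.

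The 24 h and 6 h controls were compared to measure the change with time in culture. Over both strains 12221 of 16962 genes changed (5883 higher and 6338 lower, edgeR quasi-likelihood test, Benjamini-Hochberg), which is 72%, and 4709 of them changed by more than a log2 value of 1. In C57BL/6J 10426 genes changed, in DBA/2J 10521, and 117 had an interaction (71 with a higher and 46 with a lower change in DBA/2J). The interaction count varied most under the alternatives, up to 817 genes without the filter on low counts. The replicate block gave 11997 genes over both strains, 10082 in C57BL/6J, 10171 in DBA/2J and 71 for the interaction (58 shared), with a mean correlation of same-numbered residuals of 0.014. Every 24 h library lay beyond all 6 h libraries in the same direction in both strains for 54.1% of the genes, where chance gives 0.5%. The largest increases were those of Crct1 (at least 72.8-fold in C57BL/6J and 166-fold in DBA/2J), Cpa4 (at least 230-fold in C57BL/6J, log2 fold change 7.65 in DBA/2J) and Il24 (at least 24.8-fold and 110-fold). The largest decreases were those of Pappa2 (-5.23, SE 0.174), G6pc (-4.38, SE 0.242) and Sucnr1 (-4.32, SE 0.183). G6pc (chromosome 11:101367561-101377903), which encodes glucose-6-phosphatase, fell from 106 ± 32.3 to 3.6 ± 1.67 CPM in C57BL/6J and from 269 ± 44.7 to 24.2 ± 6.79 CPM in DBA/2J (SD, n = 3). The interaction genes with the smallest p-values were Gsta2 (4.31, SE 0.236), H2-T-ps (-3.57, SE 0.28) and Hgsnat (-1.86, SE 0.147), with edgeR adjusted p-values of 9.07e-07 to 1.78e-05.

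**Figure D4:**
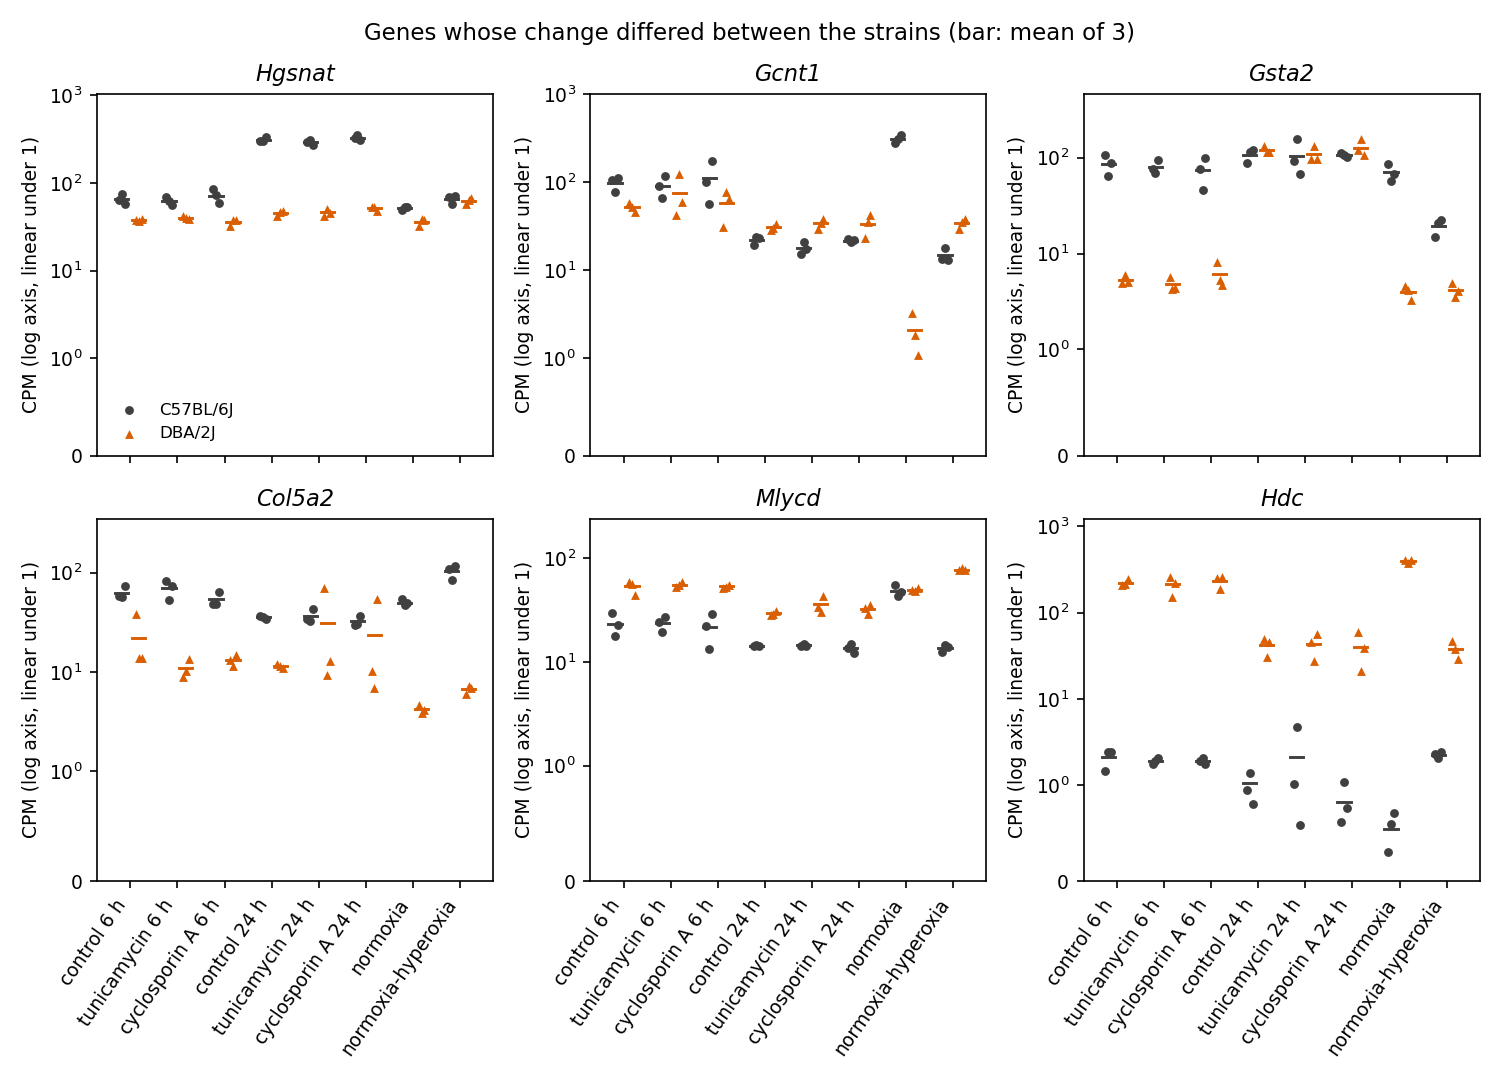
CPM of Hgsnat, Gcnt1, Gsta2, Col5a2, Mlycd and Hdc in every library, by condition and strain, on a scale that is logarithmic above 1 CPM and linear under it. Points are libraries and bars are means of 3; mean Hgsnat was 289 to 328 CPM in the C57BL/6J control and drug groups at 24 h and 35.8 to 71.6 CPM in the other groups.

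Untreated slices of the strains were compared at each time, which addresses the genetic background of the renal responses. At 6 h, 4450 of 16962 genes differed between DBA/2J and C57BL/6J (2299 higher and 2151 lower in DBA/2J, edgeR quasi-likelihood test, Benjamini-Hochberg). At 24 h, 3769 genes differed (2366 higher and 1403 lower). The same 2319 genes differed at both times, 2289 of them in the same direction. The smallest p-values that met the naming rule at either time belonged to Rpsa-ps10, Eno1b and Atp6v0c-ps2. Their log2 differences were 5.90 (SE 0.147), 5.97 (SE 0.166) and 5.65 (SE 0.159) at 6 h and 6.31 (SE 0.141), 6.03 (SE 0.146) and 5.91 (SE 0.165) at 24 h, with edgeR adjusted p-values of 3.44e-13 to 4.01e-12. Rpsa-ps10 (ENSMUSG00000047676, chromosome 3:150072658-150073542) had 1.24 ± 0.307 CPM in C57BL/6J and 82 ± 5.32 CPM in DBA/2J at 6 h (SD, n = 3). Rpsa-ps10 and Atp6v0c-ps2 are annotated as processed pseudogenes and Eno1b is a close copy of Eno1, so reads of the parent genes may be counted under them.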

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

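The results in this part stood out because the change under a condition differed between the strains by a test of the difference itself (the edgeR interaction term), and the tests reported for them were set before their results were seen, apart from the look at the drug libraries for Hgsnat and Gsta2 and the counts of genes shared between fits in the tests of mitochondrial genes and of depth, which were chosen afterwards.

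The number of genes with an interaction was 2956 for normoxia against 24 h controls, 247 for normoxia-hyperoxia against 24 h controls, 3134 for normoxia-hyperoxia against normoxia and 117 for 24 h against 6 h controls. In each of these 4 comparisons, the libraries of a strain with the same replicate number were kept together, and 1 of the 10 splits of these 6 groups of libraries into 2 sets of 3, the split by strain, gave as many genes. The other splits mixed the strains within a set. The strain stayed in the model, so differences in the changes of the strains, not in their levels, added to the spread. The model had no term for the level of a set, so the mixed splits compared treated libraries and not changes. With 10 splits the share cannot fall under 0.1, so a grouping by chance is not excluded by this count. A few genes taking many counts was tested as a cause for normoxia by removing the mitochondrial genes, whose share of counts differed between the strains. This left 2588 genes with an interaction, 2335 of them among the 2956. TMM factors already allow for that share, so the removal was not able to decide whether it contributed. Such an effect would shift the other genes of a library alike. The median interaction of all genes was 0.025, but TMM factors centre it, so it cannot show such a shift. Of the 2956 genes 1761 had a higher and 1195 a lower change in DBA/2J. The difference exceeded a log2 value of 1 for 887 of them. The split into higher and lower genes depended on the scaling and does not bear on this. The share with a higher change was 53.1% with RLE factors and 47% in the fit of all 48 libraries. A shift shared by all genes would not set those 887 genes apart from the median, so it is not a sufficient cause for them. A contribution to smaller interactions is not excluded.

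A sequence variant of DBA/2J against a reference made from C57BL/6J could change the reads counted for a gene. Among genes with a normoxia interaction, 39.5% (1161 genes) also differed between the strains in the 6 h controls, which were not part of the interaction, against 23.4% of the other genes. The odds ratio was 2.13 (Fisher's exact test p = 1.7e-67, across 16802 genes that are not independent replicates). Regulatory variants of the strains would give such an enrichment as well, and genes that are measured more precisely are called more often in both tests. The enrichment therefore does not separate these explanations. The counting build and aligner are not stated, and a count against a DBA/2J genome was not made. For 194 of the 2956 genes the changes in the strains went opposite ways with each past the threshold in its own strain. A variant that scales the counts of a gene alike in all libraries would not by itself produce an interaction in the log ratio.

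The interaction count of normoxia-hyperoxia against controls rests on the group with the shallowest library. Without that library (DBA/2J replicate 2, 5.62 M counts) 128 genes had an interaction, against 247, and 124 of them were among the 247. The group then held 2 libraries, and the fits that each left out 1 of the 12 libraries gave 103 to 524 genes, so the lower count cannot be assigned to depth and an effect of depth is not excluded.

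Among single genes, Hgsnat differed between the strains in 3 comparisons, with log2 interaction values of 2.36 for normoxia, 2.65 for normoxia-hyperoxia and -1.86 for time in culture. All of these comparisons share the 24 h controls. In C57BL/6J Hgsnat was 65.5 ± 9.07 CPM in 6 h controls and 310 ± 18 CPM in 24 h controls, and in DBA/2J 37.7 ± 1.32 and 45.3 ± 2.92 CPM (SD, n = 3). The drug libraries, which were not part of these comparisons, held similar values at 24 h, with 289 ± 16.1 CPM under tunicamycin and 328 ± 18.8 CPM under cyclosporin A in C57BL/6J, and 45.9 ± 4.56 and 51.1 ± 2.63 CPM in DBA/2J (SD, n = 3). A fault of single control libraries is therefore not a sufficient account of this difference. Gsta2 had interaction values of -4.21 for normoxia and 4.31 for time in culture. It was 5.31 ± 0.607 CPM in DBA/2J 6 h controls and 120 ± 9.84 CPM in DBA/2J 24 h controls, against 86.3 ± 21 and 107 ± 16.4 CPM in C57BL/6J (SD, n = 3). The drug libraries of DBA/2J at 24 h held 109 ± 19.5 and 127 ± 25.9 CPM (SD, n = 3). Gsta2 belongs to a family of similar glutathione transferase genes, and its share of their reads was not tested.

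Gcnt1 had interaction values of -7.57 for normoxia against controls and 8.23 for normoxia-hyperoxia against normoxia, which share the normoxia libraries. Its values under normoxia were 310 ± 30.9 CPM in C57BL/6J and 2.06 ± 1.11 CPM in DBA/2J, and under normoxia-hyperoxia 14.8 ± 2.49 and 34.1 ± 4.23 CPM (SD, n = 3). Mlycd (2.31) and Hdc (-5.64) differed in the comparison of normoxia-hyperoxia with normoxia. Mlycd was 48.6 ± 6.02 CPM in C57BL/6J and 49.7 ± 2.04 CPM in DBA/2J under normoxia, and 13.6 ± 0.967 and 77.7 ± 2.1 CPM under normoxia-hyperoxia (SD, n = 3). Hdc was 0.538 ± 0.21 and 400 ± 17.9 CPM under normoxia, and 2.26 ± 0.177 and 38.1 ± 8.96 CPM under normoxia-hyperoxia (SD, n = 3). Col5a2 (-2.37) and the pseudogene H2-T-ps (4.89, and -3.57 for time in culture) differed for normoxia-hyperoxia against controls. In DBA/2J Col5a2 varied between replicates of other conditions, with 30.7 ± 34.2 CPM under tunicamycin and 23.6 ± 26.1 CPM under cyclosporin A at 24 h (SD, n = 3). H2-T-ps is an annotated pseudogene of the major histocompatibility complex, a region with many similar genes that differ between strains, so its reads cannot be assigned with certainty. For these 7 genes an effect of variants or of reads shared with related genes was not tested gene by gene, and none of the differences is called biological here.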

How the results depend on the processing

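The settings compared in this part were chosen before the data were examined, and no test was added after a result was seen. RLE factors in place of TMM left all 34 counts of changed genes within 1.5 times the reported count, and left all 70 named gene results and 11 list scores with the same direction and on the same side of the threshold. Neither RLE factors nor the fit of all 48 libraries, the settings for which it was computed, moved the median log2 change of all genes by 0.1 or more, the largest shift being 0.0914. A count was treated as moved when it left a range of 1.5 times the reported count. Of the 34 counts, the fit of all 48 libraries moved 5, DESeq2's test 11, the absence of a filter 10 and the replicate block 3. In the fits without 1 library, 10 of the 68 lowest and highest counts moved. The cause was not tested for any of the changes given here.

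For tunicamycin at 24 h over both strains (233 genes), 395 genes changed without the filter (213 shared) and 527 with DESeq2 (230 shared), and 78 to 344 changed across the 12 fits that each left out a library. In C57BL/6J (0 genes, 1042 unadjusted) the counts were 38 without the filter, 51 with DESeq2, 15 in the fit of all 48 libraries and 0 to 40 with a library left out. In DBA/2J (40 genes) they were 179, 256 and 131 in the same order, 83 with the replicate block and 0 to 56 with a library left out. The count of this drug in each strain therefore depended on the test and on single libraries. The share of higher genes over both strains was 70.4% and dropped to 54.3% with DESeq2. In DBA/2J it was 85%, against 74.3% without the filter, 58.6% with DESeq2, 71.8% in the fit of all 48 libraries and 73.5% with the block.

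For tunicamycin at 6 h, C57BL/6J and the interaction each had 1 gene without the filter and 1 with DESeq2. For cyclosporin A at 6 h over both strains the counts were 4 without the filter, 51 with DESeq2 and 0 to 1 with a library left out. In C57BL/6J they were 1, 19 and 0 to 3, and 2 in the fit of all 48 libraries. For cyclosporin A at 24 h over both strains they were 3 without the filter, 22 with DESeq2 and 3 in the fit of all 48 libraries, and DESeq2 gave 1 gene in C57BL/6J. All of these had a reported count of 0.

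The interaction count of normoxia (2956) was 1860 to 2700 with a library left out. That of normoxia-hyperoxia against controls (247) was 1156 without the filter (241 shared), 686 with DESeq2 (246 shared), 409 in the fit of all 48 libraries (195 shared), 618 with the block (240 shared) and 103 to 524 with a library left out. That of time in culture (117) was 817 without the filter (115 shared), 360 with DESeq2 (117 shared), 71 with the block (58 shared) and 46 to 226 with a library left out. The share of interaction genes with a higher change in DBA/2J moved from 59.6% to 47% for normoxia in the fit of all 48 libraries. It was 49.7% without the filter, 52.2% with DESeq2, 53.1% with RLE factors and 60% with the block. For time in culture the share moved from 60.7% to 51.1% with DESeq2 and 53.5% with RLE factors, and was 57.8% to 60.2% under the other settings. For normoxia-hyperoxia against controls it moved from 66.4% to 54.1% without the filter. For normoxia-hyperoxia against normoxia it moved from 39.6% to 61.2% without the filter and 51.5% in the fit of all 48 libraries, against 44.1% with RLE factors, 45.1% with DESeq2 and 42.6% with the block. These shares describe differently composed sets of genes, and a change of direction of single genes was not counted. For the strain difference in controls, a block of replicate numbers, which do not pair mice of different strains, gave 4535 genes at 6 h and 3811 at 24 h, with mean correlations of same-numbered residuals of 0.019 and -0.035.

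Among list scores, the unfolded protein response difference of tunicamycin at 6 h (0.0178) turned to -0.0528 with the median over the list and ranged from -0.0475 to 0.101 with a library left out. That of cyclosporin A at 6 h (0.0127) turned to -0.00672 and ranged from -0.0533 to 0.103. The injury score of tunicamycin at 24 h (-0.071) turned to 0.0752 with the median and ranged from -0.111 to -0.0481 with a library left out. At -0.111 its exact permutation adjusted p-value was 0.0314, against 0.33 with the median. The injury score of cyclosporin A at 24 h (0.0419) ranged from -0.0181 to 0.0829. With the exact sign-flip test of pairs, whose adjusted p-value cannot fall under 0.0573 here, no call was possible for the score differences of 0.563 (unfolded protein response, tunicamycin at 24 h), -3.06, -1.28 and 1.79 (hypoxia) and -5.47 and -0.829 (injury). A prior count of 0.5 left all 11 scores on the same side of the threshold.

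Among named genes, with a library left out, the log2 change under tunicamycin at 6 h ranged from -0.0645 to 0.181 for Hspa5 and from -0.0578 to 0.239 for Ddit3. Under cyclosporin A at 6 h it ranged from -0.0691 to 0.171 for Hspa5 and from -0.0855 to 0.094 for Ddit3. At these extremes the edgeR adjusted p-values were 0.953 to 1. Hspa5 under tunicamycin at 24 h left the threshold without the filter, in the fit of all 48 libraries and with a library left out, Col5a2 for normoxia-hyperoxia left it in the fit of all 48 libraries, and Havcr1 under tunicamycin at 24 h entered it with DESeq2 and in the fit of all 48 libraries. Slc28a1, Il5ra and Clip4 left it in at least 1 fit without a library, with adjusted p-values of up to 0.0593, 0.0633 and 0.072. The low depth of the shallowest library, in which a single count is 0.18 CPM, limits the detection of weakly expressed genes in DBA/2J under normoxia-hyperoxia.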

Other observations

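The tests of the normoxia libraries in this part were chosen only after the result was seen, except the test of early-response genes under normoxia. The list and prediction of that test were written before its values were computed. The tests of list scores in controls and of the strain difference, and the counts of splits by Spearman correlation, were likewise chosen afterwards. The other counts of splits were planned in advance.

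Other splits of the same libraries were counted for each number of changed genes. Where 2 conditions were compared over both strains, each split exchanged the labels of some same-numbered pairs, which gives 32 splits with the mirror images counted once. As many genes as the real split came from 1 of 32 splits for tunicamycin at 24 h (233 genes, next highest 74), for normoxia against controls (14250, next 7308), for normoxia-hyperoxia against controls (11772, next 3477), for normoxia-hyperoxia against normoxia (12663, next 6837) and for 24 h against 6 h controls (12221, next 5616). For tunicamycin at 6 h and cyclosporin A at 6 h and 24 h, 32 of 32 splits gave as many, since the real count was 0. At an unadjusted p-value under 0.05, 27 of 32 splits gave as many genes as the real 281 of tunicamycin at 6 h, 8 as many as the 734 of cyclosporin A at 6 h and 3 as many as the 1107 of cyclosporin A at 24 h. Within a strain there are 4 such splits, so the share cannot fall under 0.25. As many genes as the real split came from 1 of 4 for DBA/2J under tunicamycin at 24 h and for both strains in the normoxia, normoxia-hyperoxia and time comparisons. All 4 of 4 gave as many for C57BL/6J under tunicamycin at 24 h, and for both strains under tunicamycin at 6 h and cyclosporin A at either time. The 4 interactions of the drug comparisons had a count of 0, and 10 of 10 splits gave as many. For the strain difference in controls, exchanging same-numbered libraries gave as many genes in 1 of 4 splits at 6 h (4450) and in 1 of 4 at 24 h (3769).

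The agreement of the strains was measured as the correlation across genes of their drug effects, although genes are not independent replicates. For tunicamycin at 24 h the Pearson correlation was 0.23, and 1 of 32 splits gave as high a value (next 0.193), whereas the Spearman correlation was 0.271, with 2 of 32 splits as high (highest 0.307). For cyclosporin A at 24 h it was 0.133 by Pearson and 0.198 by Spearman, with 2 of 32 splits as high by each (highest 0.139 and 0.203). For cyclosporin A at 6 h it was 0.101, with 6 of 32 splits as high, and 0.001 by Spearman, with 16 of 32. For tunicamycin at 6 h it was 0.0132, with 13 of 32, and 0.0145 by Spearman, with 14 of 32. By this measure no effect of cyclosporin A shared by the strains was told apart from other splits of the libraries, and for tunicamycin at 24 h the outcome depended on the kind of correlation.

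The low hypoxia and injury scores of the normoxia libraries, which the labels describe as a model of ischemia, were examined for technical causes. The hypoxia score differed from 24 h controls by -3.06. An adjustment of each library for the GC content and length of its genes (with values for 99.8% of genes and 20 of 20 on the list) moved the log2 change by 0.121 on average for the listed genes and by 0.138 for all genes, and left a score difference of -3.15, so this bias did not account for it. The difference was -3.10 without mitochondrial genes and -3.05 after thinning all libraries to the lowest total. TMM factors and CPM already allow for the mitochondrial share and the depth, so these 2 settings were not able to decide on either. A high mitochondrial share would lower the other genes alike. TMM factors centre the changes, so the median log2 change of 0.053 and the 7359 higher and 6891 lower genes cannot show such a shift. The score difference of -3.06 was relative to the other genes, and a shift shared by all genes would not by itself produce it. Mean totals were 20.9 ± 1.74 M in C57BL/6J and 22.5 ± 2.85 M in DBA/2J under normoxia. In 24 h controls they were 18 ± 4.93 and 17.9 ± 2.72 M (SD, n = 3), which argues against low depth under normoxia. Each of the 6 normoxia libraries had another normoxia library as its nearest by expression, so an exchange of single libraries was not seen. An exchange of whole conditions cannot be excluded by this test.

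A candidate explanation is that the slices of the normoxia arm had changed little from fresh tissue in culture, so that the 24 h controls are the ones that moved. The change of C57BL/6J controls from 6 h to 24 h was correlated with the change of DBA/2J from 24 h controls to normoxia, which share no library. The correlation across 16802 genes was -0.699 (Spearman -0.696), and -0.762 with the strains exchanged. The state of 24 h controls enters both changes with opposite signs, so a negative value arises for most conditions that differ from them, and normoxia-hyperoxia gave -0.653. This correlation therefore does not bear on the hypothesis. With 6 h controls as the base of both changes, which pushes the correlation upwards, the C57BL/6J change to 24 h and the DBA/2J change to normoxia had a correlation of -0.183 across 16223 genes (Spearman -0.18), and -0.286 with the strains exchanged. For normoxia-hyperoxia the same correlation was 0.334, and 0.368 with the strains exchanged. The score of 15 early-response genes such as Fos, Jun and Egr1 was lower under normoxia than in 6 h controls by -4.50, with 6 of 6 normoxia libraries under all 6 h controls of their strain (exact stratified permutation p = 0.005, the smallest possible, adjusted 0.00583 over 14 such tests). It was lower than in 24 h controls by -3.51, and higher under normoxia-hyperoxia than under normoxia by 5.15. Against 6 h controls the normoxia libraries were also lower by -2.29 in the hypoxia score, -1.56 in the unfolded protein response score and -4.47 in the injury score (same exact test, p = 0.005 for each). Lying under the 6 h controls was not specific to normoxia, since normoxia-hyperoxia libraries were lower than them by -0.45 in the hypoxia score (p = 0.005, 6 of 6 libraries under all 6 h controls of their strain) and by -0.48 in the unfolded protein response score (p = 0.01, 5 of 6), by the same exact test. Their injury score differed by 0.22 (exact permutation p = 0.21). Of the 3 genes named for the largest decreases in culture, G6pc and Sucnr1 were higher under normoxia than in 6 h controls in both strains, whereas Pappa2 was lower (4.1 ± 0.641 against 7.05 ± 0.973 CPM in C57BL/6J and 10.6 ± 1.24 against 18.3 ± 3.62 CPM in DBA/2J, SD, n = 3). In controls the early-response score was lower at 24 h than at 6 h by -0.95 (same exact test, p = 0.005, 6 of 6 libraries under all 6 h controls of their strain). Its fall under normoxia was larger but had the direction of this culture change. The early-response score therefore does not separate the hypothesis from other accounts. The hypoxia and injury scores were instead higher in 24 h than in 6 h controls, by 0.81 and 1.03. By the same exact test p was 0.005 for each, with 6 of 6 libraries above all 6 h controls of their strain. For both lists the fall under normoxia ran against the culture change, which is the direction that the hypothesis predicts. The correlations of -0.183 and -0.286 are consistent with normoxia libraries that had moved less along the culture change than the 6 h controls, but no uncultured kidney was measured. An effect of the oxygen level on the same genes could give the same values and cannot be told apart from it.

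The few genes changed by tunicamycin led to a test of whether the response was already raised in control slices. The unfolded protein response score was higher in 24 h controls than in normoxia libraries by 2.43, and higher in 24 h than in 6 h controls by 0.91 (exact stratified permutation p = 0.005, adjusted 0.00583 for each). In both comparisons 6 of 6 of the 24 h controls lay above all libraries of the other condition in their strain. The rise under tunicamycin at 24 h was 0.56. At 6 h, where the control score was lower than at 24 h but higher than under normoxia by 1.56, tunicamycin changed it by 0.02. Ddit3 was 222 ± 23.4 CPM in C57BL/6J and 222 ± 34.2 CPM in DBA/2J in 6 h controls, 171 ± 7.34 and 187 ± 17.4 CPM in 24 h controls, and 8.82 ± 0.838 and 9.15 ± 0.8 CPM under normoxia (SD, n = 3). Hspa5 went the other way between the controls, with 3570 ± 1100 and 2610 ± 131 CPM at 6 h and 6200 ± 439 and 5010 ± 579 CPM at 24 h. Under normoxia it was 414 ± 70.5 and 510 ± 57.6 CPM in the same strains (SD, n = 3). These values neither support nor exclude a raised response in controls as the reason for the few genes. The dose and its uptake are not stated in the labels, so this account cannot be told apart from a weak exposure.

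The strain difference in 6 h controls was examined for effects of a reference genome that differs from DBA/2J. Of the 4450 differing genes 48.3% were lower in DBA/2J. TMM factors centre the comparison, so this share cannot show whether reads of DBA/2J were generally lost in alignment. Pseudogenes made up part of the difference. Of 666 annotated pseudogenes tested, 221 (33.2%) differed between the strains, against 26% of the other genes, with an odds ratio of 1.42 (Fisher's exact test p = 5.1e-05, across genes that are not independent replicates). Of these 221 pseudogenes 40 were lower in DBA/2J, and the others were higher. Reads of parent genes that match a pseudogene better in DBA/2J may contribute to these 221 differences, so they cannot be told apart from differences in the transcription of the pseudogenes.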
